# Translational activity of 80S monosomes varies dramatically across different tissues

**DOI:** 10.1093/nar/gkaf292

**Published:** 2025-05-07

**Authors:** Albert Blandy, Tayah Hopes, Elton J R Vasconcelos, Amy Turner, Bulat Fatkhullin, Michaela Agapiou, Juan Fontana, Julie L Aspden

## Abstract

Translational regulation at the stage of initiation can impact the number of ribosomes translating each mRNA molecule. However, the translational activity of single 80S ribosomes (monosomes) on mRNA is less well understood, even though these 80S monosomes represent the dominant ribosomal complexes i*n vivo*. Here, we used cryo-EM to determine the translational activity of 80S monosomes across different tissues in *Drosophila melanogaster*. We discovered that while head and embryo 80S monosomes are highly translationally active, testis and ovary 80S monosomes are translationally inactive. RNA-Seq analysis of head monosome- and polysome-translated mRNAs, revealed that head 80S monosomes preferentially translate mRNAs with TOP motifs, short 5′-UTRs, short ORFs and are enriched for the presence of uORFs. Overall, these findings highlight that regulation of translation initiation and protein synthesis is mostly performed by monosomes in head and embryo, while polysomes are the main source of protein production in testis and ovary.

## Introduction

Translation levels are tightly regulated during development and differentiation across eukaryotes [1]. Much of this control acts during the initiation of protein synthesis, regulating the rate of 80S formation and, therefore, the number of ribosomes bound per mRNA [2]. mRNAs bound by many ribosomes are termed poly-ribosomes or polysomes [3]. The binding of multiple ribosomes on a single mRNA facilitates efficient protein synthesis; therefore, there is a generally held assumption that mRNAs bound by 80S monosomes are less translated than those bound by polysomes. However, several factors complicate this simple assumption, including the length of an ORF and therefore the space available to be bound by multiple ribosomes at the same time [4–6].

The proportion of ribosomes engaged as 80S monosomes or polysomes varies across cell types, tissues, and response to stimuli (e.g. during differentiation [7]). Measuring translation, its regulation and how this differs across cells can be achieved by numerous techniques. The most widely used approach to assess translation levels and how they change, is polysome profiling [8]. This involves the separation of ribosomal complexes in sucrose gradients on the basis of the number of ribosomes bound per mRNA, providing an overview of the translational status of a sample. The distribution of individual mRNAs can then be assessed across the gradient to measure what proportion of the mRNA is bound by ribonucleoproteins, 40S subunits, 80S monosomes and polysomes [7].

It has been a long-standing assumption that single 80S monosomes consist of two types of ribosomes: (i) inactive “vacant” 80S, not engaged on mRNAs [9]; and (ii) translationally active 80S, which could be initiating, elongating, or terminating. However, the relative proportions of these two types of 80S has not been determined. Dissecting the translational capability of different sized translational complexes, i.e. 80S monosomes versus small polysomes versus large polysomes, has important consequences on understanding rates of protein synthesis and translational regulation. For example, it has previously been shown that in neuronal axons and dendrites, 80S monosomes are highly translationally active and represent a substantial part of the protein synthesis machinery [10]. Additionally, ribosome profiling of yeast 80S monosomes has shown that most of them are engaged in elongation rather than initiation [4]. “Vacant” ribosomes, not engaged in translation, have been shown in several systems to be bound by factors within the mRNA channel preventing mRNA binding. This includes prokaryotic hibernation factors [11] and eukaryotic dormancy factors, which stabilise 40S and 60S binding to form 80S monosomes, and prevent 40S binding to mRNAs, allowing for regulation during stress or development [12, 13].

This study set out to determine what proportion of 80S ribosomes are engaged in active translation in *Drosophila melanogaster (D. melanogaster)* tissues, and if tissue-specific differences exist. This has revealed a stark difference between translation states of 80S monosomes between tissues. We also found that within heads, 80S monosomes and polysomes translated different mRNA pools, with distinct molecular characteristics and encoding specific protein functions.

Together this work shows that protein synthesis in the *Drosophila* head and embryo is mostly performed by monosomes, in contrast to testis and ovary, where polysomes are the main source of protein production.

## Materials and methods

### Fly husbandry and stocks

Flies were kept in a 25°C humidified room with a 12:12 h light:dark cycle and raised on standard sugar-yeast-agar medium in 6 oz Square Bottom Bottles (Flystuff).

### Tissue harvest for cryo-EM and RNA-seq

Around 5 mL of 0–5 day old whole flies were snap frozen in liquid nitrogen (LN_2_) and subjected to mechanical shock to detach heads. Heads were isolated by passing through a 1 mm mesh filter with LN_2_. 1.5 g of embryos were collected at 0–2 h from laying plates [300 mL grape juice concentrate (Young's Brew), 25 g agar, 550 mL dH2O, 10% nipagin]. Laying plates were scored and applied with yeast paste consisting of active dried yeast (DCL), plates were placed in cages after pre-clearing for 2 h. Embryos were transferred to 70 mm mesh filter, washed with dH_2_O, dried and flash frozen in LN_2_. 500–1000 pairs of testes were harvested from 1- to 4-day-old males in 1 × PBS with 2 mM DTT and 1 U/μl RNAsin Plus and flash frozen in LN_2_ [14]. Approximately 300 pairs of ovaries were dissected from 3 to 6-day-old females in 1 × PBS (Lonza) with 1 mM DTT (Sigma) and 1 U/μl RNAsin Plus (Promega) and flash frozen in LN_2_ [14].

### Ribosome purification for cryo-EM and RNA-seq

All stages of ribosome purification were performed on wet ice or at 4°C, wherever possible. Heads were transferred to an 8 mL glass Dounce with 1.5 mL lysis buffer A [10 mM Tris-HCl pH 7.5, 150 mM NaCl, 10 mM MgCl_2_ (Fluka), 1% IGEPAL CA-630 (Sigma), 1% Triton X-100, 0.5% sodium deoxycholate (Sigma), 2 mM DTT, 200 μg/mL cycloheximide, 2 U/mL Turbo DNAse (Thermo Fisher), 40 U/mL RNAsin Plus, 1 × EDTA-free protease inhibitor cocktail (Roche), 0.5% DOC] per gradient. Embryos were ground with a pre-chilled pestle and mortar in LN_2_ and incubated with 1.5 mL lysis buffer A per gradient. Ovaries and testes were ground using RNase-free 1.5 mL pestles (SLS) in 500 mL lysis buffer B per gradient [50 mM Tris-HCl pH 8 (Sigma), 150 mM NaCl, 10 mM MgCl_2_, 1% IGEPAL CA-630, 1 mM DTT, 100 μg/mL cycloheximide, 2 U/μL Turbo DNase, 0.2 U/μL RNasin Plus, 1 × EDTA-free protease inhibitor cocktail] [14]. All samples were incubated for 30 min with occasional agitation. To obtain the cytoplasmic lysate, both head and embryo preparations were centrifuged to remove cell debris and floating fat at 17 000 × g for 10 min.

Cytoplasmic lysates were loaded onto a 18–60% (w/v) sucrose gradient [50 mM Tris-HCl pH 8.0, 150 mM NaCl, 10 mM MgCl_2_, 100 mg/mL cycloheximide, 1 mM DTT, 1 × EDTA-free protease inhibitor cocktail (Roche)] and ultra-centrifuged for 3.5 h at 170 920 × g at 4°C. Fractions were collected using a Gradient StationBiocomp equipped with a fraction collector (Gilson) and Econo UV monitor (BioRad). Fractions corresponding to either monosomes or polysomes were combined. These fractions were concentrated using 30 kDa column (Amicon Ultra-4 or Ultra-15) at 4°C and buffer exchanged (50 mM Tris–HCl pH 8, 150 mM NaCl, 10 mM MgCl_2_) until final sucrose ≤ 0.1%. The foot-printed 80S polysomes were isolated from pooled polysomal fractions of the embryo extract ribosome purification sucrose gradient and treated with RNaseI (4 U/area under the curve; AUC at 254 nm at 4°C overnight. SuperRNAsin was added for 5 min at 4°C, preventing over digestion of mRNA. A second ribosome purification step was carried out on this sample, isolating the 80S fractions. Fractions were pooled and diluted to <0.1% sucrose and concentrated using Amicon Ultra-4 centrifugal filter units (MWCO 30 kDa) to > 200 nM. Samples were quantified using Qubit Protein Assay Kit (Invitrogen) [14].

### Application to cryo-EM grids

Purified ribosomes were diluted as required with dilution buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 10 mM MgCl_2_). Copper grids covered with a lacey carbon and an ultrathin layer of carbon (Agar Scientific) were glow discharged for 30 s (easiGlow, Ted Pella), and 3 μL of purified ribosomes were added to the grid surface in a chamber at 4°C and 95% humidity conditions. Sample excess was blotted and grids were vitrified by plunge-freeing in liquid ethane cooled by liquid nitrogen using an EM GP plunge freezer (Leica) [14].

### Cryo-EM data collection

For all samples, cryo-EM data collection was carried out using FEI Titan Krios (Thermo Fisher) transmission electron microscope with an accelerating voltage of 300 keV. Data was recorded on a Falcon III direct electron detector in integrating mode at a pixel size of 1.065 Å. The total number of collected micrographs for the head 80S monosomes was 14 827, while for the foot-printed testis polysomes, a total of 8128 micrographs were collected. For both samples, a total electron dose of 82 e^−^/Å^2^ partitioned into a dose of 1.37 e^−^/Å^2^ per fraction (60 fractions) was employed. Data collections for all other samples have been described previously [14].

### Cryo-EM image processing

Cryo-EM image processing was performed as previously described [15, 16]. Motion correction and CTF estimation were performed using MOTIONCORR and gCTF, respectively [17, 18]. For the head 80S monosomes 735 663 particles were picked using crYOLO’s general model [19]. For the testis foot-printed polysomes, autopicking was performed in Relion, resulting in 185 095 particles. Relion was used for further processing. 2 rounds of reference free 2D classification were used to align and classify autopicked particles into 200 classes. 2D classifications were used to iteratively remove “junk” particles selected from autopicking. After both rounds of 2D classification, the head 80S dataset resulted in 610 605 particles while the embryo footprinted polysomes dataset resulted in 69 712 particles. The previously produced *D. melanogaster* testis 80S ribosome average was used as a reference average for 3D classification [14]. These particles were further 3D classified, refined, and postprocessed, resulting in averages at a final resolution of 3.0 Å for the heads 80S dataset (Supplement Fig. S2) and of 4.7 Å for the embryo footprinted polysomes.

### Focussed classification

The proportion of 80S monosomes and polysomes engaged in active translation in the *D. melanogaster* head, embryo, testis, and ovary tissues was determined by tRNA occupation assessment by focused classification of the different datasets. The head 80S monosome dataset contained 610 605 particles (as above), the embryo 80S monosome dataset 11 446 particles, the embryo foot-printed 80S polysome dataset 34 603 particles, the testis 80S monosome dataset 46 878 particles, the testis 80S polysome dataset 10 392 particles and the ovary 80S monosome dataset 185 913 particles. After 3D refinement carried out using unbinned particles, as described above, particles were then binned five times to expedite image processing (5.325 Å pixel size), given that tRNAs are easily distinguished at the theoretical maximum resolution achievable (10.65 Å).

A mask around the mRNA channel was then generated, and a 10-class 3D classification without alignment was performed. To resolve the full 80S monosome structure while maintaining the structural detail from the masked focused classification, a final unmasked reconstruction of each class was performed. This allowed imaging the full 80S monosome, aiding orientating, and assessing the mRNA channel and tRNA positions in the context of the whole 80S monosome.

### tRNA and IFRD1 atomic model fitting

To determine the conformation of tRNAs in the *D. melanogaster* tissue ribosomes, reference eukaryotic tRNA atomic models were chosen from variety of organisms, as only the P/P and E/E tRNAs are currently available from *D. melanogaster* ribosome atomic models. These included the A/A tRNA from *S. cerevisiae* (PDB 5GAK), the A/P and P/E tRNAs from rabbit reticulocyte lysate (PDB 6HCJ) and P/P and E/E tRNAs from *D. melanogaster* (respectively, PDB 6XU7 and 4V6W). The IFRD1 atomic model was selected from the *D. melanogaster* testis 80S monosome atomic model (PDB 6XU6) [14].

### RNA-seq

Head tissue was harvested, and ribosomes were purified as above [14]. 10% of cell lysate was retained for sequencing total RNA. Fractions were isopropanol-precipitated (1 vol isopropanol, 300 mM NaCl final) overnight at −80°C, then centrifuged at 17 000 x g for 20 min and washed in 70% ethanol. 80S monosome fractions were combined, as were polysome fractions. Total RNA and sucrose gradient fractions were treated with TURBO DNase (Ambion) and purified using Quick-RNA Microprep Kit (Zymo). Samples were rRNA depleted with QIAseq FastSelect –rRNA Fly Kit (QIAGEN). Sequencing libraries were prepared with the TruSeq Stranded mRNA kit (Illumina) and run on the NextSeq 2000, 100 cycle lane (Illumina).

### RNA-seq analysis

RNA single-read sequencing quality control was assessed through FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc) and multiQC [20]. An average of 45 million reads were sequenced per sample. Both adapters and low-quality bases (QV < 20) were trimmed from reads’ extremities using Trimmomatic [21] with a minimum read length of 25 bp. All libraries were mapped against the *D*. *melanogaster* BDGP6.32 release-109 reference genome (http://ftp.ensembl.org/pub/release-109/fasta/drosophila_melanogaster/dna/Drosophila_melanogaster.BDGP6.32.dna.toplevel.fa.gz) through STAR aligner [22] with default parameters. STAR-generated sorted BAM output files were used for assigning read counts to gene features with featureCounts [23] with the following parameters: -M -O –fraction -s 2. Drosophila_melanogaster.BDGP6.32.109.gtf annotation file from ensembl was used.

Read counts table generated by featureCounts was then used as input for DE analyses relying on the DeSeq2 negative binomial distribution model through a local fitting type and a 0.01 FDR threshold [24]. DE pairwise comparisons were performed as 80S-vs-Polysomes, Total-vs-80S, and Total-vs-Polysomes, being the second term the numerator in the fold-change ratio. EnhancedVolcano (https://bioconductor.org/packages/release/bioc/html/EnhancedVolcano.html) was employed for an overall DE visualisation through volcano plots. GO- and KEGG-based gene enrichment analyses for individual DEGs lists were performed by clusterProfiler Bioconductor package [25] under R v4.1.0, setting adjusted *P*-value < 0.05. Both 5′- and 3′-UTRs were extracted from Drosophila_melanogaster.BDGP6.32.109.gtf. An empirical cumulative distribution function plus Kolmogorov–Smirnov Tests were run within the R v4.1.0 environment to assign significance to UTR lengths comparison between conditional groups (80S, Polysomes, and Total RNA). STREME from the MEME suite v5.4.1 [26] was employed for motif screening within the UTRs of both 80S- and Polysome-enriched transcripts under the following parameters: –rna –minw 5 –maxw 15 –thresh 0.01. A negative control set of randomly-selected non-DEGs’ UTRs in the same amount of the DEGs’ ones was used for the –n option. A list of uORFs-containing transcripts was retrieved from [27] and then mapped against both 80S and Polysome DEGs’ list for building a 2 × 2 contingency table and running a Fisher Exact Test. The generalised boosted models (gbm) R package (https://github.com/gbm-developers/gbm) was employed through an *ad-hoc* R script (kindly provided by Dr Tobias Schmidt and Dr Joseph Waldron https://github.com/Bushell-lab/Ribo-seq/blob/main/R_scripts/feature_properties/gradient_boosting.R to infer the relative influence of certain gene features (e.g. uORF presence, UTRs and CDSs lengths, %GC and %GA) on the Polysome/80S DE ratio (log_2_FC).

### KCl treatment

For heads, 1–5 day-old flies were sedated using ice. On an iced glass petridish, 50 heads were removed and placed in 173 μL dissecting buffer (Schneider's media with x1 EDTA-free protease inhibitor cocktail (Roche), x1 RNasin Plus (Promega) and 100 μg/mL cycloheximide). This was repeated to 150 heads per gradient. For ovaries and testis, 1–5 day-old flies were sedated using ice. On a dissecting dish, 20 ovaries were removed and placed in 173 μL dissecting buffer. On a dissecting dish, 150 testis were dissected in Ringers solution supplemented with x1 RNasin Plus (Promega) and EDTA-free protease inhibitor cocktail (Roche) and flash frozen (10 pairs at a time). Heads, ovaries and testis were ground using RNase-free 1.5 mL pestles (SLS). Around 207 μL lysis buffer A plus 100 or 200 mM KCl. Samples were lysed on ice for ≥30 min, then centrifuged at 17 000 x g for 10 min at 4°C.

Linear 15–50% (w/v) sucrose gradients were made using a Gradient StationBiocomp. Sucrose was supplemented with 50 mM Tris-KCl pH 8.0, 150 mM NaCl, 10 mM MgCl_2_, 100 mg/mL cycloheximide, 1 mM DTT, 1 × EDTA-free Protease Inhibitor cocktail (Roche), and 0, 100 mM or 200 mM KCl). 1mL of sucrose was removed from the top of the gradient and 500 uL of cytoplasmic lysates were loaded to the top of the gradient. Gradients were ultra-centrifuged in an SW40Ti rotor (Beckman) for 4:15 h at 170 920 × g at 4°C and fractionated as above.

### Puromycin assays

To obtain tissue, flies were sedated by cooling in small batches to minimise time between sedation and puromycin assay. Twenty-eight heads per replicate were harvested on an iced petri dish. Fourty-nine pairs of testis and 3.5 pairs ovaries per replicate were harvested into Ringer's solution on a dissecting dish. This is equivalent to 4 heads, 7 pairs testis and 0.5 pairs ovary per time point. All tissues were dissected into a 1.5 mL Eppendorf containing 56 μL room temperature Schneiders buffer supplemented with RNasin Plus (Promega) and EDTA-free protease inhibitor cocktail (Roche). Tissue was lysed with a micropestle, briefly centrifuged to remove debris and aliquoted in 4 × 8 uL. Puromycinylation was initiated with 50 μg/mL puromycin and 40 μM emetine and stopped with 200 μg/μL cycloheximide after 1, 5, or 15 min, then placed on ice. The puromycin negative control was treated with cycloheximide and kept on ice. Protein sample loading buffer was added to the samples before heating to 95°C for 2 min and subsequent benzonase treatment (Merk; 0.2 uL for 5 min at 37°C). After SDS-PAGE and transfer, the revert total protein stain (LI-COR) was performed. Membranes were then blocked in 5% milk + TBS for 1 h. Mouse anti-puromycin (company, cat no) in 5% milk + TBST was applied for 1 h, at room temperature, 1:1000. Goat anti-mouse Alexa Flour 680 secondary was applied at 1:10 000 in TBST for 1 h, at room temperature and protected from light. All images were obtained using the LI-COR Odyssey M scanner and analysed using LI-COR ImageStudio.

### Data availability

GEO GSE267425 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE267425.

## Results

### Cryo-EM of 80S ribosomes from *D. melanogaster* heads at 3.0 Å

To profile the translational activity across different tissues we purified ribosomes from *D. melanogaster* heads, 0–2 h embryos, testes and ovaries. As we have previously shown, the sucrose gradient profiles from these tissues vary in their precise ratio of 80S monosomes to polysomes [14]. However, what is in common between these tissues is that the majority of ribosomes present are 80S monosomes (Supplement Fig. S1), while the minority are polysomes, in contrast to *D. melanogaster S2* tissue culture cells [5, 14]. Therefore, we sought to understand whether these 80S monosomes were in fact involved in active translation and if this varies across tissues. Cryo-EM was performed on 80S monosomes from heads and a dataset containing ∼600 000 particles was collected. Image processing of this head 80S dataset as a single class was refined to an average 3.0 Å resolution (Supplementary Fig. S2A).

In contrast to the previous structures that we had determined for testis 80S and ovary 80S monosomes, which contained no tRNA [14], the head 80S map contained tRNAs in A/A and P/P sites, and to a lesser extent the P/E site, which we interpreted as evidence of multiple classes present in the sample. tRNA sites are classified according to their position in 40S/60S subunits within the 80S ribosome, reflecting the positions of tRNA during the elongation cycle. P/E is a hybrid state where tRNA is in P site of 40S and E site of 60S. This indicates that the majority of the head 80S monosome are likely engaged in elongation, and therefore actively translating.

### The vast majority of head 80S monosomes contain tRNAs

To dissect the tRNA occupancy of the head 80S monosomes more precisely, we performed focused classification around the mRNA channel and A/P/E tRNA sites of the head 80S 3D average. To ensure potential classes were not limited by the image processing workflow, we attempted classification into 10 classes. This resulted in six significant classes (which we defined as containing >1% of the dataset particles and >200 particles) from the head 80S monosome dataset (Fig. 1A–F, Supplement Table S1). Five of six of these classes contained tRNAs occupying various sites within the mRNA channel, reflective of different states during translation elongation. Quantification of the number of particles contributing to these classes revealed that ∼61% head 80S monosomes had tRNAs in A/A and P/P sites (Fig. 1A–C), ∼19% in P/E and A/P sites (Fig. 1D) and ∼19% in P/P alone (Fig. 1E). Only ∼2% of the ribosomes had no tRNAs present (Fig. 1F).

**Figure 1.**
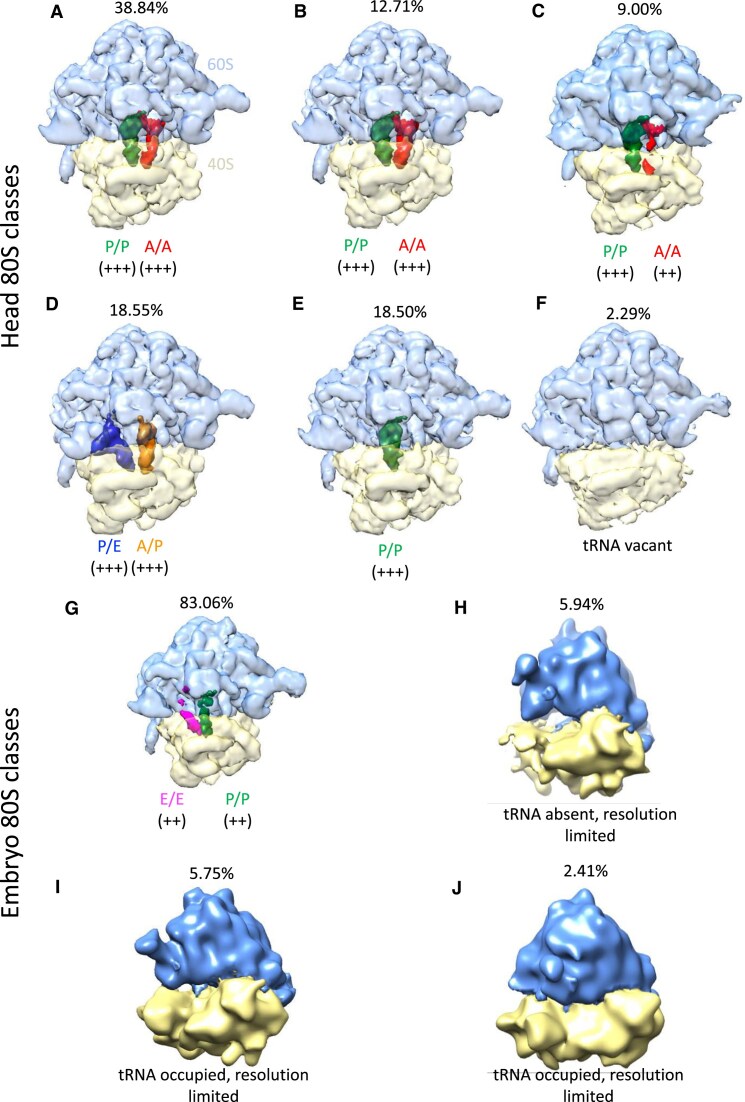
80S monosomes from *D. melanogaster* head and embryo are actively translating. Significant 3D classes (>1% total particles in dataset and >300 particles) of the head 80S dataset (A–F) from ∼600 000 particles; and 0–2 h embryo 80S monosome dataset (G-J) from ∼11 500 particles. (**A** **–C**) 3 classes of the head 80S dataset, representing 38.84%, 12.71%, and 9.00% of the head 80S particles, contained tRNA densities in P/P and A/A sites. (**D**) Around 18.55% of the head 80S particles (1 class) contained tRNA densities in P/E and A/P sites. (**E**) Around 18.50% of head 80S particles (1 class) contained tRNA densities in P/P sites. (**F**) Around 2.29% head 80S particles were tRNA vacant. (**G**) Around 83.06% of the embryo 80S particles (1 class) contained tRNA densities in E/E and P/P sites. (**H**) Around 5.94% of embryo 80S particles (1 class) were tRNA vacant. (**I** and **J**) Two classes, representing 5.75% embryo and 2.41% of embryo 80S particles, contained densities within the mRNA channel and therefore are tRNA occupied, but resolution is limited. Percentage of particles in each class is given above each class. tRNA site positions are indicated along with score of confidence with ++ medium confidence and +++ highly confident.

Additionally, we generated a second cryo-EM head 80S monosomes data set from a biological replicate, which contained ∼7700 particles. The focused classification of the mRNA channel and tRNA sites of this sample generated two major classes, both with tRNAs present: ∼52% in the A/P and P/E sites and ∼47% in the P/P site (Supplementary Fig. S2B and C, Supplement Table S1). Overall, this analysis indicates that ∼98–99% of 80S monosomes are engaged in active translation in the head.

### Most 80S monosomes from embryo exhibit tRNA occupancy

To profile the translational activity in the same way for embryo 80S monosomes we performed cryo-EM on 80S monosomes purified from 0 to 2 h embryos and a dataset containing ∼11 500 particles was collected. Image processing of this embryo 80S dataset resulted in an average at 5.4 Å resolution. We again performed focused classification around the mRNA channel and tRNA sites, resulting in four significant classes. Although fewer particles were contributing to this dataset meant some classes were resolution limited, we could still determine whether they were tRNA occupied or absent (Fig. 1G–J).

Like in the head, the vast majority (∼91%) of these embryo 80S monosomes contained tRNA, reflective of active translation elongation (Fig. 1G, I, and J, Supplementary Table S1). The main tRNA occupied state detected in embryo converged into a single class that contained densities for E/E and P/P tRNAs. Together with the head results, this confirms that monosomes can be actively engaged in translation in specific tissues, in contrast to the large abundance of polysomes present in tissue cultured cells.

### No monosomes are engaged in active translation in ovaries or testes

The averages we had previously generated for testis and ovary 80S monosomes did not contain tRNAs [14]. These datasets consisted of ∼47 000 and ∼186 000 particles respectively, which resulted in cryo-EM averages at 3.5 and 3.0 Å resolution. However, no focused classification around the mRNA channel/tRNA sites was performed on these datasets. To determine if small proportions of particles did contain tRNAs, and therefore were actively translating, we performed focused classification and quantification on these datasets. We were unable to detect any testis 80S monosomes with tRNAs present. Instead, two significant classes were identified, both with the mRNA channel occupied by interferon-related developmental regulator 1 (IFRD1) (Fig. 2A and B). Building on our previous work showing the presence of IFRD1 (Hopes *et al.*, 2022), this analysis revealed that all 80S monosomes in the testis are inactive, inhibited by the presence of IFRD1. The mammalian ortholog, IFRD2, has a role in translational regulation during differentiation and was detected in P- and E- sites of ∼20% 80S ribosomes isolated from rabbit reticulocytes [13]. Additionally, all four significant classes of ovary 80S monosomes had empty mRNA channels, with no tRNA density present (Fig. 2C–F, Supplement Table S1). Together, this analysis reveals that virtually no testis or ovary 80S monosomes are actively translating.

**Figure 2.**
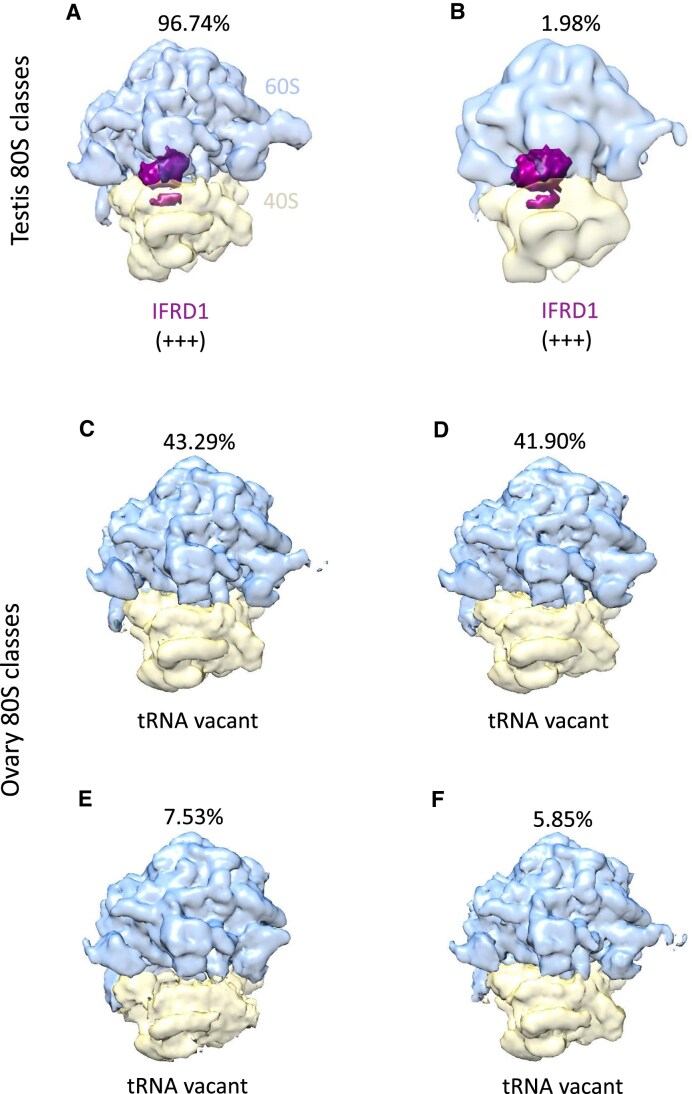
Testis and ovary 80S monosomes are not actively translating. Significant 3D classes (>1% total particles in dataset and >300 particles) of the testis 80S dataset (A and B) from ∼47 000 particles; and ovary 80S dataset (C-F) from ∼186 000 particles. (**A** and **B**) 2 classes of the testis 80S dataset, representing 96.74% and 1.98% of all testis 80S particles, contained a strong IFRD1 (purple) density in the mRNA channel. (**C**–**F**) All four significant classes from the ovary 80S dataset, representing 43.29%, 41.90%, 7.53%, and 5.85%, lacked tRNA at the mRNA channel. Percentage of particles in each class is given above each class. IFRD1 position is indicated along with score of confidence with +++ representing high confidence.

### Ribosome complexes derived from polysomes are actively engaged in translation

As a positive control, we also performed mRNA channel focused classification on 2 samples expected to be highly active in translation: a) testis polysomes and b) 80S ribosomes derived from foot-printed embryo polysomes. These datasets contained ∼10 000 and ∼34 500 particles, respectively, and resulted in averages at 4.9 and 4.7 Å resolution. Over 97% of testis polysomes were tRNA occupied and therefore engaged in translation, exhibiting tRNA in the P/P and A/A sites (Supplementary Fig. S3A, Supplementary Table S1). Similarly, RNaseI footprinted polysomes from 0 to 2 h embryos resulted in 4 significant classes, all of which were tRNA occupied and included P/E and A/P sites, E/E and P/P sites, and P/P and A/A sites (Supplementary Fig. S3B–E).

Overall, this analysis revealed that there is a clear contrast in the translational activity of 80S monosomes across different tissues (Fig. 3, Supplementary Table S2). Head and embryo 80S monosomes are highly translationally active, testis 80S monosomes are inhibited, and ovary 80S monosomes are vacant. As expected polysomal ribosomes are actively translating. The extent of 80S monosome vacancy is unlikely to be the result of difference in elongation rates, since puromycin time course assays revealed there is no statistical difference in elongation rate between head and either ovary or testis (Supplementary Fig. S4).

**Figure 3.**
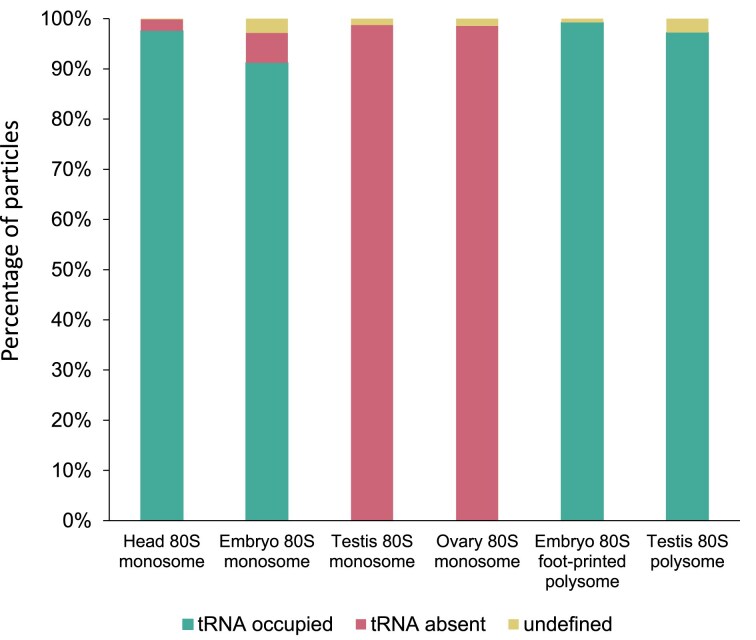
tRNA occupancy levels vary substantially across tissues. Bar chart showing percentages of particles for each dataset which either have tRNA densities present, absent, or resolution prevents definition (undefined).

### Translating 80S monosomes are stable in high salt conditions

To characterise the 80S monosomes in more detail we assessed their sensitivity to high KCl. Most ribosome purification buffers contain 0–100 mM KCl [28, 29], but high KCl (e.g. 200 mM) has been shown to dissociate vacant ribosomes not engaged with mRNAs [30–32]. Therefore, to biochemically confirm that most 80S monosomes from heads are translating and therefore bound to mRNAs, we treated head, ovary, and testis 80S monosomes with increasing concentrations of KCl (0, 100, and 200 mM) and monitored the effects of the incubation using sucrose gradients (Fig. 4, Supplementary Fig. S5). At 0 mM all samples contain a large amount of 80S monosomes. At 100 mM KCl, which is widely used in sucrose gradient analysis, the majority of head 80S remain associated (Fig. 4A, Supplementary Fig. S5A, 0 and 100 mM KCl), while some 80S ovary monosomes disassociate. At this concentration some testis 80S monosomes also dissociate, even though they are bound by IFRD1 (Supplementary Figs S5 and S6). At 200 mM KCl vast the majority of head ribosomes remained as 80S monosomes (Fig. 4A, Supplementary Fig. S5A and B, 200 mM), while the majority (∼90%) of ovary 80S monosomes were disassociated into 40S and 60S subunits (Fig. 4B, Supplementary Fig. S5, 200 mM and S6). Although a higher proportion of testis 80S monosomes disassociate at 200 mM KCl compared to 100 mM, ∼50% remain as 80S (Fig. 4C, Supplementary Figs S5C, S6, 200 mM). The observation that head 80S monosomes are mostly insensitive to KCl, but the majority of ovary 80S monosomes are sensitive, supports the conclusion that most head 80S monosomes are translating, while most ovary 80S monosomes are vacant. Testis 80S monosomes are less sensitive to higher KCl than ovary 80S, likely due to stabilisation by IFRD1 binding.

**Figure 4.**
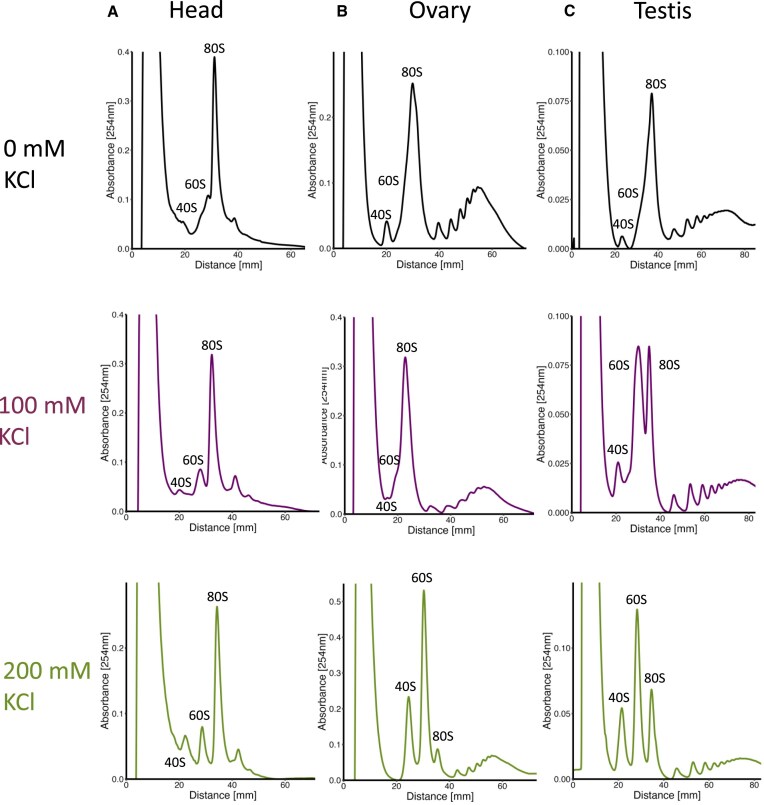
Differing KCl sensitivity of 80S monosome complexes. Sucrose gradient profiles at different KCl concentrations; 0 (black), 100 (purple), and 200 mM (green), ribosomal complexes indicated (40S, 60S, and 80S) for (**A**) head, (**B**) ovary, and (**C**) testis. Representative profiles are shown.

### Head 80S monosomes and polysomes translate different mRNA pools

Given head 80S monosomes are engaged in active translation we sought to determine, which mRNAs they translate and if they differ from the mRNAs translated by polysomes. RNA-Seq was performed followed by DE analysis on RNAs bound by 80S ribosomes or polysomes compared to total cytoplasmic RNA (Fig. 5A). 

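RNA was sequenced from 3 kinds of sample of adult fly heads, with 3 replicates of each. The 80S monosome libraries were made from the pooled sucrose gradient fractions that hold single ribosomes, the polysome libraries from the pooled fractions that hold several ribosomes on an mRNA, and the total RNA libraries from a part of the lysate set aside before the gradient. The authors depleted ribosomal RNA, made stranded libraries, mapped single reads with STAR to the BDGP6.32 genome and counted them per gene with featureCounts. They let a read that mapped to several places, or overlapped several genes on its strand, count as a fraction for each, so that the deposited values are estimated counts without normalization. The total counts were 20206846, 40706653 and 44096558 in 80S monosome replicates 1, 2 and 3, with a median of 40706653. They were 13555484, 29326516 and 23065733 in the polysome libraries, with a median of 23065733, and between 30220230 and 31849399 in the total RNA libraries, with a median of 31015134. The mean over the 9 libraries was 29.34 M counts, while the paper gives an average of 45 M sequenced reads per sample. The values reported here use the counts. The table holds 23932 features, of which 23851 were matched by identifier to a newer Ensembl annotation (BDGP6.54), and 5576 are single copies of transposable elements. Reads on annotated rRNA genes made up 3.98% ± 1.47 (SD, n = 3) of the counts in 80S monosomes, 1.17% ± 0.564 (SD, n = 3) in polysomes and 0.589% ± 0.151 (SD, n = 3) in total RNA. Counts were rounded to whole numbers, scaled by edgeR's TMM method and tested with its quasi-likelihood test over all 9 libraries, with Benjamini-Hochberg adjustment over the 13076 features that passed its filter on low counts. Fold changes are given as polysomes over 80S monosomes, as in the paper, so that a negative log2 fold change is an enrichment in 80S monosomes. As each library is scaled to its own total, the values are relative amounts within a fraction and not amounts of RNA per head.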

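On log2 CPM (counts scaled by TMM-adjusted library size) of the 13076 tested features (prior count 2), the first principal component held 39.6% of the variance between the 9 head libraries and the second held 32.3%. The distance between replicates of 1 fraction lay between 39.2 and 67.4, and the distance between libraries of different fractions between 70.7 and 108, so that no pair from different fractions was as close as the most distant replicates. The pseudo-F of the grouping into 80S monosomes, polysomes and total RNA was 6.26. None of the other ways to divide the 9 libraries into 3 groups of 3 reached it (exact permutation test, p = 0.00357, the smallest p that 280 partitions allow). With nuclear protein-coding genes alone the pseudo-F was 4.15, the lowest of the settings tried, and some replicates were then farther apart (52.9 at most) than some libraries of different fractions (45.2 at least).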

Principle Component Analysis (PCA) showed that replicates from these different subcellular fractions clustered together but represented distinct RNA populations to the other samples (Supplementary Fig. S7A). Around 784 genes were found to be preferentially translated by head 80S monosomes and 788 preferentially translated by head polysomes (adjusted *P*-value < 0.01) (Fig. 5B). 

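At an adjusted p-value under 0.01 in edgeR's quasi-likelihood test, 442 protein-coding genes were enriched in 80S monosomes and 495 in polysomes, out of 10424 tested. The median log2 fold change was -0.60 in the first list and 0.82 in the second. With the replicate number as a block there were 1640 genes enriched in 80S monosomes and 949 in polysomes, and with only the 6 libraries compared in the fit 112 and 390. Without polysome replicate 3 they were 128 and 305. Over all settings the first count lay between 112 and 1640 and the second between 305 and 1156, the highest with DESeq2 and a block, a setting chosen after seeing the data. The 80S-enriched genes were 47.2% of the calls with TMM scaling, 33.5% with relative log expression size factors and 28.5% when only nuclear protein-coding genes were kept before scaling. No gene of either list was called in the opposite direction under any of these settings.
Among nuclear protein-coding genes with a mean of at least 10 CPM and no overlap between the libraries of the fractions, Arc1 (FBgn0033926, chromosome 2R, 14357927 to 14360297 of BDGP6.54) had the largest enrichment in 80S monosomes. It had 3603 ± 1887 CPM (SD, n = 3) in 80S monosomes and 415.9 ± 84.7 (SD, n = 3) in polysomes, a log2 fold change of -3.12 (standard error 0.32, adjusted p = 4.61e-05, edgeR). Its 80S value was 5781 CPM in replicate 1 and 2494 and 2534 in replicates 2 and 3. The next were wisp (log2 fold change -1.73), CHKov1 (-1.16), RpL28 (-1.14) and CG42390 (-1.14). The level of wisp rose from replicate 1 to replicate 3 in each fraction. It was 40.4, 42.1 and 73.3 CPM in 80S monosomes, 9.54, 11.6 and 25.4 in polysomes and 10.8, 14.4 and 26.1 in total RNA. The replicates thus differed in wisp before the gradient, and the source of its reads was not tested. Without a block, the calls of wisp and CG42390 were marginal (adjusted p = 0.00943 and 0.00877, edgeR), and both were lost under several other settings. With the replicate block the adjusted p was 3.22e-11 and 5.67e-09 (edgeR). Over all the other settings it went from 3.08e-59 to 0.0816 for wisp and from 1.41e-32 to 0.0460 for CG42390. CHKov1 holds an annotated copy of the transposable element Doc on its own strand, whose reads the counting could have shared with it, and the Arc1 count was not a whole number in 8 of 9 libraries, so that some of its reads also mapped elsewhere or overlapped another feature. In the polysome direction, HERC2 (FBgn0031107, chromosome X, 20394395 to 20412247) had 102.2 ± 5.52 CPM in 80S monosomes and 629.5 ± 184 in polysomes (SD, n = 3 each). Its log2 fold change was 2.62 (standard error 0.18, adjusted p = 4.30e-06, edgeR). It was followed by hiw (2.58), sls (2.43), spen (2.38) and Ca-alpha1T (2.29). The longest annotated CDS of these 5 genes was between 3218 codons, in Ca-alpha1T, and 18468 codons, in sls. For the 5 genes named in the 80S direction it was 254 codons in Arc1, 1373 in wisp, 410 in CHKov1, 144 in RpL28 and 1544 in CG42390. Copies of transposable elements are annotated on the same strand within hiw, sls, spen and Ca-alpha1T. The 3 libraries of each fraction did not overlap for any of the 10 genes, which was part of how they were chosen, and for a single gene 3 libraries against 3 allow no exact permutation p below 0.1.

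**Figure D1:**
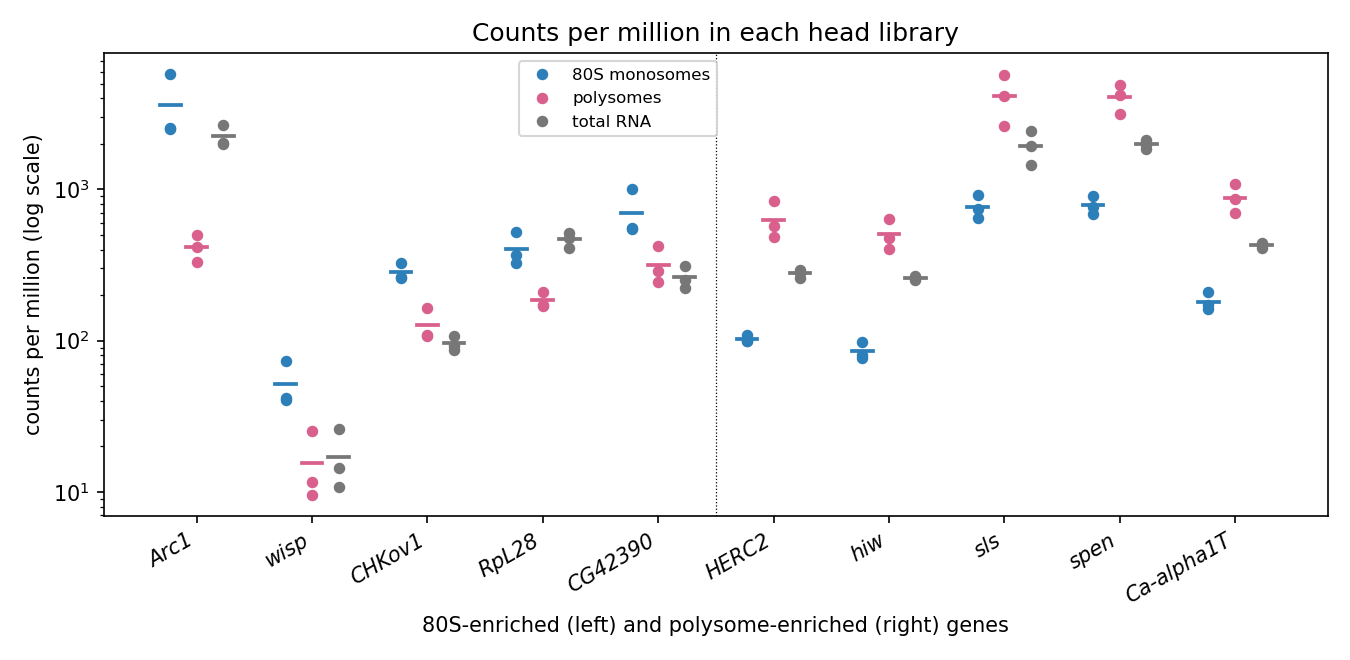
CPM (log scale) of the 10 nuclear protein-coding genes named, 5 with the largest enrichment in each direction, in the 3 libraries each of 80S monosomes, polysomes and total RNA. Points are libraries and bars are means over 3 replicates. In HERC2 the 80S monosome mean was 102.2 and the polysome mean 629.5 CPM.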

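The genes for ribosomal proteins and translation factors were examined as lists, fixed by their symbols. Of the 85 ribosomal protein genes tested, 84 had a lower level in polysomes than in 80S monosomes, with a median log2 fold change of -0.66 (quartiles -0.77 and -0.54). The median over 45 genes for initiation and elongation factors was -0.44, and 41 of them were lower in polysomes. Both lists differed from the other tested features in limma's camera test with its preset correlation of 0.01 (adjusted over 8 lists, p = 3.24e-23 and 1.91e-07). Both calls held in the rotation test fry (adjusted p = 0.00127 and 0.000263) and neither held in camera with the correlation estimated from the libraries (adjusted p = 0.217 and 0.134). Across the other settings the median of the ribosomal protein genes stayed between -0.74 and -0.55. Random lists of nuclear protein-coding genes matched on CDS length and mean expression had a median of -0.11 for the ribosomal protein genes and -0.09 for the translation factors. In a permutation test with 10000 such lists, none was as far below 0 as either list (two-sided p = 0.0002, the smallest they can give).

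**Figure D2:**
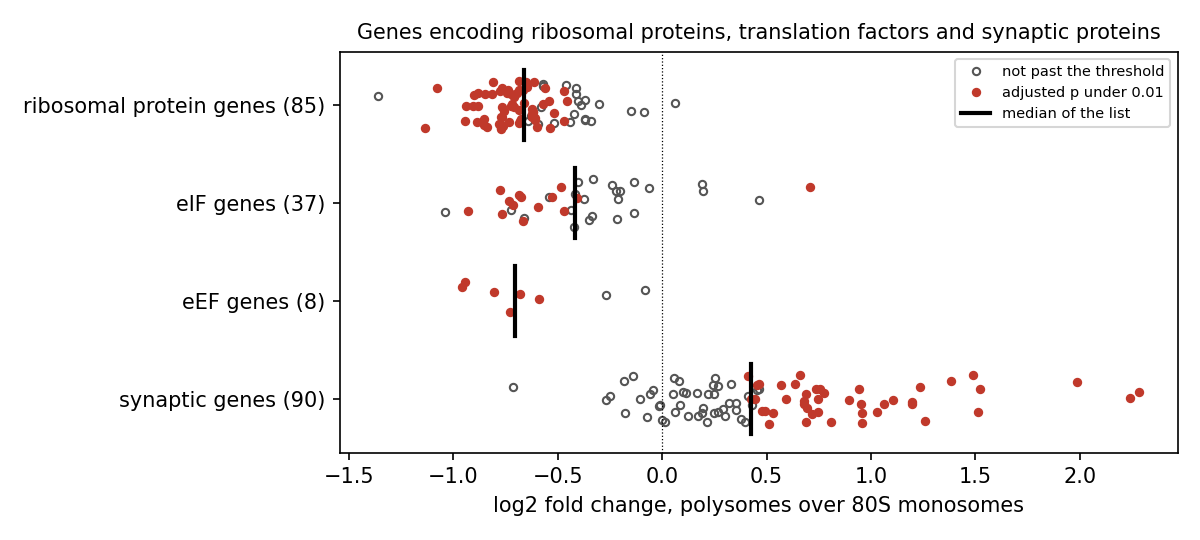
Log2 fold change (polysomes over 80S monosomes) of each tested gene for ribosomal proteins (85), eIFs (37) and eEFs (8), and of the hand-written synaptic list (90). Filled points are past an adjusted p of 0.01, open points are not, and the bar is the median of the list, at -0.66 for ribosomal protein genes and 0.43 for synaptic genes.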

GO term analysis on these enriched mRNA populations revealed that mRNAs preferentially translated by monosomes were enriched for mRNAs encoding the translational machinery (Fig. 5C). 

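A list of genes for synaptic proteins was written down before the counts were examined, to stand in for the GO terms, which were not used here. The list also holds general neuronal genes such as elav, fne and futsch, and is called synaptic for short. The top of the authors' supplementary table of differential expression, of which 1999 of 2794 rows were held, had been seen by then. It had 90 tested genes. Their median log2 fold change was 0.43 (quartiles 0.17 and 0.75), and 77 were higher in polysomes than in 80S monosomes. At an adjusted p-value under 0.01 (edgeR), 44 were enriched in polysomes and 0 in 80S monosomes. Adjusted over the list alone, these counts were 51 and 0, and at an unadjusted p under 0.05 they were 62 and 2. The list as a whole had an adjusted p of 3.54e-19 in camera and 0.000263 in fry, and 0.134 in camera with an estimated correlation. The median of matched random lists was -0.08, and none of 10000 lists in the permutation test reached that of the synaptic genes (two-sided p = 0.0002, the smallest possible). With each library left out in turn, the median of the synaptic genes stayed between 0.37 and 0.49.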

While polysome-translated mRNAs were enriched for mRNAs encoding proteins involved with neural function (Fig. 5D). This list of head monosome-enriched genes included 74 ribosomal proteins, 17 eIFs, 6 eEFs, RACK1, Poly A Binding Protein (PABP), and translationally controlled tumor protein (tctp). 

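At an adjusted p-value under 0.01 in edgeR's test, 62 ribosomal protein genes, 13 eIF genes and 6 eEF genes were enriched in 80S monosomes. Adjusted over the list alone, which for the eIFs and eEFs is each list by itself, the counts were 79, 18 and 6. In the other direction, 1 eIF gene, eIF4G2 (named after its value was seen), was past the threshold, and 0 ribosomal protein and 0 eEF genes, with 0 of either at an unadjusted p under 0.05. The number of eIF genes rose to 23 with the replicate block. With DESeq2 and a local fit, the counts of ribosomal protein, eIF and eEF genes were 74, 17 and 6, the paper's numbers. Without polysome replicate 3 they were 30, 4 and 2 in edgeR. Rack1 (FBgn0020618, chromosome 2L, 7825347 to 7827315 of BDGP6.54) had 468.6 ± 104 CPM in 80S monosomes and 272.4 ± 24.2 in polysomes (SD, n = 3 each), a log2 fold change of -0.78 (standard error 0.14, adjusted p = 0.00255, edgeR). The poly(A) binding protein gene pAbp (FBgn0265297, chromosome 2R, 18140078 to 18147191) had 3174 ± 452 and 1935 ± 62.8 CPM and shares its span with 3 snoRNA genes. It had a log2 fold change of -0.71 (standard error 0.13, adjusted p = 0.00200, edgeR). Tctp (FBgn0037874, chromosome 3R, 11210247 to 11211898) had 257.1 ± 48.5 and 166.2 ± 5.52, a log2 fold change of -0.63 (standard error 0.12, adjusted p = 0.00331, edgeR). With a library left out, the adjusted p (edgeR) reached 0.0171 for Rack1, 0.0132 for pAbp and 0.0195 for Tctp at most, while the direction stayed. With only the 6 libraries compared it was 0.0130, 0.0130 and 0.0231, so that all 3 calls were lost there too. With the replicate block it was 4.07e-07, 8.69e-07 and 1.60e-05. The larp gene, whose protein binds TOP mRNAs, did not pass the threshold (log2 fold change -0.19, adjusted p = 0.220, edgeR).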

The mRNAs encoding these proteins have been previously shown to contain pyridimide-containing TOP motifs, which are highly conserved between human and *Drosophila* [33]. Therefore, we analysed the 5′-UTR sequences of the 80S monosome enriched mRNAs, searching for overrepresented motifs. The most enriched motif, found in 15% of these mRNAs was the TOP motif (Fig. 5E and Supplementary Fig. S7B), whereas there were no overrepresented motifs in polysome enriched mRNAs. 

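Lengths were taken from the Ensembl BDGP6.54 annotation, as 1 median per gene over its annotated protein-coding transcripts. The median CDS length was 414 codons in the 442 genes enriched in 80S monosomes, 808 codons in the 495 enriched in polysomes and 431 codons in the 9487 tested protein-coding genes in neither list. The median 5′-UTR length was 164 nt, 400.5 nt and 151 nt in the same order, and the median 3′-UTR length 261 nt, 800.5 nt and 242 nt. The genes enriched in 80S monosomes had the shorter lengths in one-sided Kolmogorov-Smirnov tests against the polysome-enriched genes (n = 442 and n = 495 genes for the CDS), with p = 3.66e-22 for the CDS, p = 5.56e-18 for the 5′-UTR and p = 8.75e-31 for the 3′-UTR. The ratio of the CDS medians, polysome-enriched over 80S-enriched, was 1.95. It was lowest with the replicate block, at 1.43, and was 1.58 without ribosomal protein and mitochondrially encoded genes. Over all 10287 protein-coding genes with the 3 features, the log2 fold change had a Spearman rho of 0.06 with CDS length, 0.11 with 5′-UTR length and 0.15 with 3′-UTR length. These correlations are across genes, which are not independent replicates. By decile of CDS length, the median log2 fold change lay between -0.15 and -0.10 in the 9 lower deciles and was 0.05 in the highest, whose median CDS was 1494 codons.

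**Figure D3:**
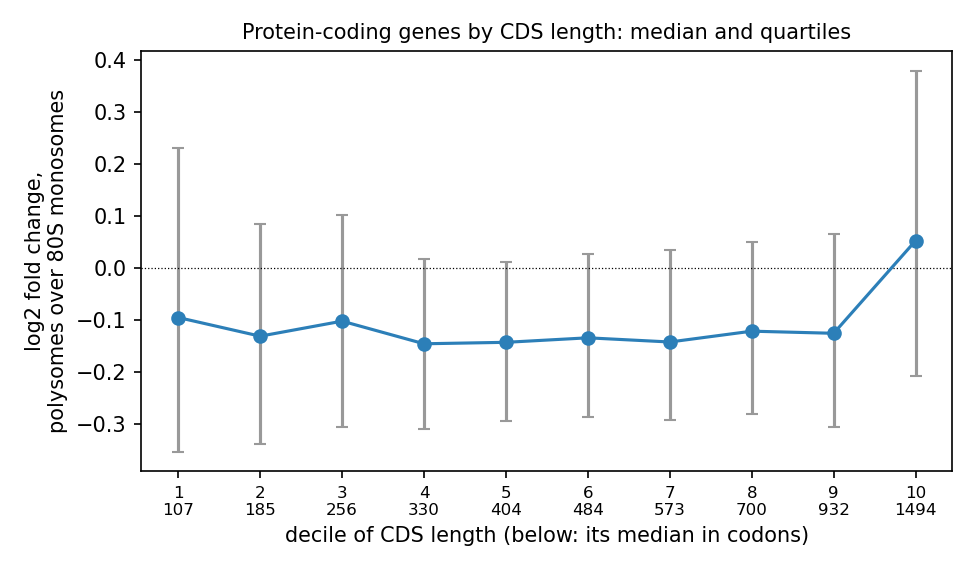
Median log2 fold change (polysomes over 80S monosomes) of protein-coding genes in each decile of CDS length, with the median length in codons under each decile. Bars span the quartiles across genes. The highest decile, with a median of 1494 codons, had a median of 0.05.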

By analysing the attributes of the mRNAs preferentially translated by head 80S monosomes and polysomes, we discovered that monosome-translated mRNAs had significantly shorter ORFs (Fig. 5F), shorter 5′-UTRs (Fig. 5G) and shorter 3′-UTRs (Supplementary Fig. S7C). Monosome-translated mRNAs were also more likely to contain uORFs compared to polysomes-translated mRNAs (one-sided Fisher Exact Test *P*-value = 0.001645). Out of these attributes, CDS length is the one that contributes the most to the mRNA enrichment in monosomes (Supplementary Fig. S7D). 

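A gradient boosting regression of the log2 fold change on the 3 lengths was fitted to 10258 protein-coding genes, with the transcript of the longest CDS for each gene. CDS length held 53.7% of the relative influence, 3′-UTR length 25.4% and 5′-UTR length 20.9%. GC and GA content and uORFs, which the paper also entered, were not used here. The 3 lengths explained little of the variation, with an R2 of 0.11 on genes held out of the fit (SD 0.011 over 5 folds). The influence of CDS length was 69.8% with trees of depth 1 and 39.2% when only the 911 genes past the threshold were fitted, and was the largest of the 3 in each of the 5 fits.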

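Against total RNA, 2043 features differed in 80S monosomes and 2959 in polysomes at an adjusted p-value under 0.01 (edgeR). Among the protein-coding genes, 689 were higher and 765 lower in 80S monosomes than in total RNA, and 915 were higher and 1366 lower in polysomes. With the replicate block the totals rose to 4506 and 5405 features. Without total RNA replicate 2 they were 884 and 1471. The ribosomal protein genes had a median log2 fold change of -0.57 in 80S monosomes and -1.26 in polysomes over total RNA, so that their mRNAs were lower relative to other RNAs in both fractions than in total RNA. Of the 85 genes, 46 were past the threshold as lower in 80S monosomes and 78 as lower in polysomes. For the synaptic genes the medians were -0.09 and 0.42. Without a block, Arc1 was not past the threshold between 80S monosomes and total RNA (log2 fold change 0.69, adjusted p = 0.0979, edgeR). In CPM it was higher in 80S monosomes in each pair of the same replicate number. The values were 5781 and 2676, 2494 and 1991, and 2534 and 2038. A difference is thus not excluded, and no value with the block is given for this contrast. Arc1 was lower in polysomes than in total RNA (-2.43, adjusted p = 0.000240, edgeR). HERC2 was lower in 80S monosomes (-1.44, adjusted p = 0.000229, edgeR) and higher in polysomes (1.18, adjusted p = 0.000434, edgeR). The paper's methods also list comparisons of total RNA with each fraction. The gene numbers in its text are those between 80S monosomes and polysomes.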

Overall, these results show that head 80S and head polysomes translate different populations of mRNAs.

**Figure 5.**
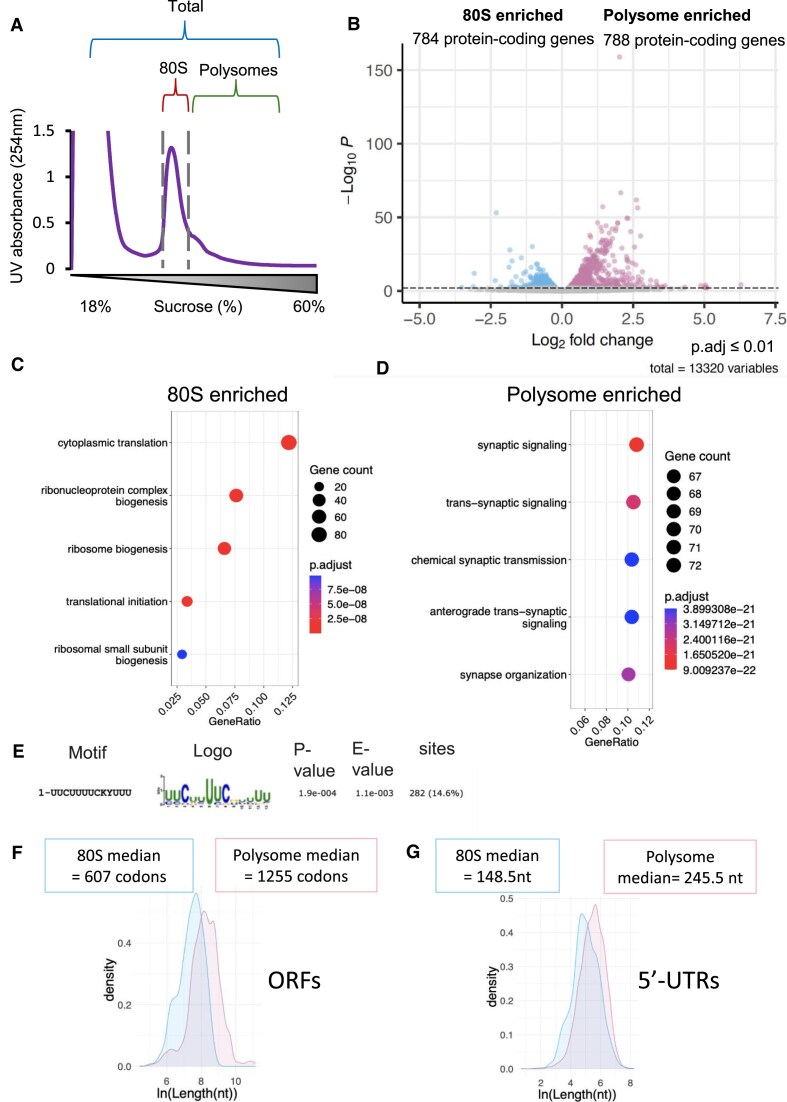
Head 80S monosomes and polysomes translate distinct mRNA populations. (**A**) Schematic of RNA-Seq samples from head ribosomal complexes. (**B**) Volcano plot of differentially enriched mRNAs between 80S monosomes (784) and polysomes (788) with a FDR < 0.01 threshold (dotted line). Over-represented GO terms found in (**C**) 80S monosomes enriched mRNAs and (**D**) polysome-enriched mRNAs. (**E**) Most enriched motif in the 5′-UTRs of 80S monosome enriched mRNAs. Distributions of (**F**) ORF length (one-sided KS Test *P*-value = 4.5e^−167^) and (**G**) 5′-UTR length (one-sided KS Test *P*-value = 7.2e^−56^)(ln of length in nt) for 80S monosome and polysome enriched transcripts, with medians provided (80S monosome; blue, polysome; pink).

## Discussion

The view that 80S monosomes represent lowly translating ribosomal complexes is mostly derived from tissue cultured cells. However, this has not been fully characterised *in vivo*. To test this, we purified and characterised 80S monosomes and polysomes from different *D. melanogaster* tissues. Our cryo-EM analysis revealed that substantial differences exist in the translational status of these 80S monosomes. The vast majority of 80S monosomes in the head (∼98%) and embryo (∼91%) contain tRNAs, indicating they are actively translating. While 80S monosomes in the testis are inactive by way of IFRD1 binding within the mRNA channel. This is in contrast to ovary 80S monosomes, which are vacant and can be disassociated with high KCl (200 mM). As expected, 80S particles from polysomes in both embryo and testis are occupied with tRNAs, therefore actively translating.

*Danio rerio* and *Xenopus laevis* eggs and embryos have been found to be bound by several dormancy factors [12]. Dap1b-eIF5a and Habp4-eEF2 act to stabilise 80S monosomes in eggs, repressing translation, ready for activation after fertilisation [12]. This is similar to our testis 80S monosomes, which have IFRD1 blocking the mRNA channel, and to IFRD2-inhibited ribosomes from rabbit reticulocyte lysate [13]. While our *Drosophila* embryos (0–2 h) represent a stage where translational repression has been relieved, similar to 3 h post-fertilisation in [12]. Therefore, we did not find evidence of any 80S monosome dormancy in 0–2 h *Drosophila* embryos, similar to previous cryo-EM of *D. melanogaster* 0–16 h [34] embryo 80S monosomes, which showed tRNA occupancy and no dormancy factors [35]. In the *Drosophila* ovary, there may be additional factors inhibiting translation via an alternative mechanism that does not involve blocking the tRNA sites.

The fact that 80S monosomes in embryos are the majority of the actively translating ribosomal complexes is consistent with the high levels of translation of uORFs in 0–2 h embryos detected by Ribo-Seq [6]. Given the small size of uORFs and therefore limited space for ribosomes to bind, only single 80S are expected to be translating at any one time. During early embryogenesis, when transcription is silent, translational control is essential and uORF translation is a widespread mechanism of translational repression of main ORFs in maternal mRNAs at this time [36].

To determine the translational contribution of 80S monosomes in the head compared to polysomes we performed RNA-Seq. This showed that these two types of translational complexes have different translational preferences. Specifically, head polysomes preferentially translate mRNAs with neuronal functions. Whilst head 80S monosomes preferentially translate mRNAs encoding the translational machinery itself. These 80S monosome translated mRNAs contain TOP motifs, have short 5′-UTRs, contain short ORFs and are enriched for the presence of uORFs. Again, given that there is limited room on short ORFs and uORFs for ribosomes, our result fits with this restriction [6]. This is also consistent with ribosome profiling of monosomes in *Saccharomyces cerevisiae* where most monosomes are actively elongating, and translate short ORFs, uORFs, NMD targets and low-abundance regulatory proteins [4].

Head 80S monosome-translated mRNAs also tend to have shorter 5′-UTRs and 3′-UTRs not just compared to polysome-translated but also shorter compared to all invertebrate transcripts [37]. The translational regulation of 5′TOP mRNAs has been shown to involve a shift in their translation between polysomes and monosomes [38]. In response to stresses such as starvation in tissue culture cells, the RNA-binding protein LARP1 represses 5′TOP mRNA translation, but basal levels of translation continue to occur by 80S monosomes. In mammalian systems, the mechanism for LARP1 has recently been revealed to include binding to free 40S subunits to achieve TOP mRNA repression [39]. Our heads come from well fed *D. melanogaster*, so starvation is unlikely to be the signal for our ribosomes, but a comparable regulatory network may exist in the head.

Our evidence for translation of neuronal function mRNAs by head polysomes may seem in contrast to previous evidence, indicating 80S monosomes actively translate synaptic mRNAs in neuronal processes [10]. However, we have isolated ribosomes from the whole fly head, only a proportion of which is brain. Therefore, our 80S monosomes could come from a variety of cell types in addition to neurons, such as glial cells, fat bodies and muscles. In fact, Ribo-Seq in *Drosophila* glia has revealed a substantial amount of uORF translation [40], which is likely contributing to 80S monosome translation in our analysis. Comparison of Ribo-Seq from glial cells and neurons indicates translational control is substantially different, and our analysis of whole heads will contain both types of translation events, along with the multiple other cell types, making direct comparison with neurons alone complex [10].

Overall, our results reveal that the translational status of 80S monosomes varies substantially across tissues, where these ribosomes represent the dominant translational complex compared to tissue culture cells.

## Supplementary Material

gkaf292_Supplemental_Files

## Data Availability

RNA-Seq data have been deposited at Gene Expression Omnibus, GEO GSE267425. Cryo-EM data have been deposited at EMDB as detailed in Supplementary Table 1. (1) Drosophila melanogaster Head 80S biological replicate 1: global average, with P/E, P/P and A/A tRNAs (EMD-50827); class averages with P/P and A/A tRNAs (EMD-50821, EMD-50822 and EMD-50823); class average with P/E and A/P tRNAs (EMD-50824); class average with P/P tRNA (EMD-50825); vacant class average (EMD-50826). (2) Drosophila melanogaster Head 80S biological replicate 2: class average with P/E and A/P tRNAs (EMD-50830); class average with P/P tRNA (EMD-50831). (3) Drosophila melanogaster Testis 80S, based on EMD-10622: class averages with IFRD1 (EMD-50763 and EMD-50762). (4) Drosophila melanogaster Testis Polysomes, based on EMD-10623: class average with P/P and A/A tRNAs (EMD-50764). (5) Drosophila melanogaster Ovaries 80S, based on EMD-10624: vacant class averages (EMD-50765, EMD-50766, EMD-50767, and EMD-50768). (6) Drosophila melanogaster Embryo 80S: class averages containing tRNA (EMD-50769 and EMD-50770); vacant class average (EMD-50771); class average with E/E and P/P tRNAs (EMD-50772). (7) Drosophila melanogaster Embryo Polysome: class average with P/E and A/P tRNAs (EMD-50797); class average containing tRNA: (EMD-50798); class average with P/P and A/A tRNAs (EMD-50799); class average with E/E and P/P tRNAs (EMD-50800).

How the deposited data were processed for this re-analysis (not part of the article)

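RNA-seq libraries of 80S monosomes, polysomes and total RNA from fly heads were analysed, with 3 replicates each. The authors trimmed single reads with Trimmomatic, mapped them with STAR to BDGP6.32 and assigned them with featureCounts to genes, and in a second table to transcripts. They deposited the result as estimated counts without normalization. Reads that map to several places are split evenly between them, and reads over several features on the same strand are split between those, so that paralogs, overlapping genes, isoforms and copies of transposable elements share counts. Non-integer values made up 39.4% of the values in 80S monosome libraries, 37.1% in polysome libraries and 40.1% in total RNA libraries on average. The gene table holds 23932 features and the transcript table 41200. Of these, 23851 and 41133 were matched to the Ensembl BDGP6.54 annotation, which is newer than the authors' and of the same assembly, from which symbols, biotypes, coordinates and lengths were taken. The 81 features without a match held 0.298% of the counts and stayed in the fit, but are not counted as protein-coding.

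Total counts lay between 13555484 and 44096558 per library. Polysome replicate 1 was the least deep and 80S monosome replicate 3 the deepest. Replicates differed by far more than counting noise, with a chi-square per degree of freedom between 12.6 and 126 for pairs of replicates, and no library was a copy of another.

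Estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Features were filtered with filterByExpr, scaled by TMM and fitted with robust quasi-likelihood dispersions over all 9 libraries without a block. The 3 contrasts were adjusted with the Benjamini-Hochberg method, with a threshold of 0.01 as in the paper. Standard errors are the log2 fold change divided by the square root of the F statistic. DESeq2 1.42.0 with a local fit, which is the authors' tool, was run as an alternative. For the 1999 features held from the authors' supplementary table of 80S monosomes and polysomes, which has 2794 rows in the paper, all DESeq2 log2 fold changes computed from the deposited counts were within 4.7e-05 of the paper's. As that copy of the table is not whole, no overlap or enrichment was tested on it. Lists of genes were tested with camera (preset correlation 0.01) and fry in limma 3.58.1, adjusted over 8 lists with a threshold of 0.05. They were ribosomal protein genes, translation factor genes and mitochondrially encoded mRNAs by symbol, and hand-written lists of synaptic, glial, fat body, muscle and photoreceptor genes. The hand-written lists were fixed before the counts were examined, but after the top of the authors' supplementary table had been seen. Random lists, 10000 for each list, were drawn from nuclear protein-coding genes in the same of 20 bins of CDS length and 4 bins of expression. Isoform differences were tested on the transcript counts with edgeR's diffSpliceDGE. Separation of the fractions was tested over all 280 partitions of the libraries into 3 groups of 3. Lengths were compared in SciPy 1.17.1, and the boosting model had 300 trees of depth 3 in scikit-learn 1.9.0, with a learning rate of 0.05.

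Named genes are those the paper names among the translational machinery (Rack1, pAbp, Tctp) with larp, and the 5 nuclear protein-coding genes with the largest log2 fold change in each direction among those past the threshold, with a mean of at least 10 CPM and no overlap between the 3 libraries of each fraction. For a gene not selected in this way, 3 libraries against 3 would show no overlap in 10% of cases by chance in either direction.

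Replicates carry the same numbers in the 3 fractions, and total RNA was a part of the lysate. Deviations from the fraction means were correlated between libraries of the same number in each of 9 pairs (0.18 to 0.42). The numbers therefore pair the libraries, and fits with the replicate number as a block were run as an alternative. The test was tried on simulated counts of 12888 genes with 200 changed. It recovered 195 of them, with 2 false calls. The isoform test recovered 200 of 200 changed genes among 2000, with 0 false calls. The changes set for the genes were larger than the median change of the 80S-enriched genes. No difference between replicates was shared across fractions, and no reads were split between isoforms. The simulations show that the tests run as meant, and not what share of real changes they find in these data.

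The alternatives, listed before the data were examined except where stated, were DESeq2, relative log expression size factors, scaling on nuclear protein-coding genes, 2 other filters on low counts, a fit of the 6 libraries compared, the replicate block, each of the 9 libraries left out, and other thresholds, transcripts and models for lengths. The TOP motif and base content need the genome sequence, which was not used here, and were not analysed. For uORFs the paper used a published list of transcripts, which was not used here either, and GO terms were not analysed, and the cryo-EM structures and sucrose gradients of other tissues were not analysed.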

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

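The tests of copies in and outside genes, of families, of scaling, of the 80S fraction and of other splits of the libraries were chosen after the results had been seen. The tests of matched lists and of element length were written down first. The numbers of features differing between fractions were also compared with other splits of the 6 libraries of each contrast. For 80S monosomes and polysomes 1 of 10 splits, the real one, gave as many as 1592 features, and the 9 others gave 0 (118 to 2404 at an unadjusted p under 0.05, against 4780). For total RNA and 80S monosomes it was likewise 1 of 10 (others 0, and 56 to 560 unadjusted against 5429), and for total RNA and polysomes 1 of 10 (others 0, and 91 to 1201 unadjusted against 6306). With 10 splits the share is never below 0.1, so that chance cannot be told apart by this count alone. Of the 4 splits that part all 3 replicate pairs, only the real one gave as many in each contrast. The 3 others each exchange the fractions of 1 pair.

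Copies of transposable elements, which the paper's text does not discuss, stood out because 444 of 1478 tested copies were enriched in polysomes at an adjusted p under 0.01 (edgeR) and 50 in 80S monosomes. With the replicate block there were 544 and 92, and without polysome replicate 3 there were 327 and 19. Their share of the counts was 2.19% ± 0.540 (SD, n = 3) in polysomes, 0.945% ± 0.137 in 80S monosomes and 0.912% ± 0.082 in total RNA. Reads of the gene that holds a copy stay open as a source. The 507 copies outside genes had a median log2 fold change of 0.75 and the 276 copies opposite to a gene 0.82. However, reads that mapped to several copies were split evenly between them. Copies outside genes can thus hold reads that came from copies inside genes. Copies in exons on the same strand had a median of 0.18. The 572 copies in introns on the same strand had the highest median of these classes, at 0.85. The tables argue against the splitting of reads between copies as the whole source, though the sums that follow include copies inside genes. After the copies were summed, 61 of 137 families were enriched in polysomes and 5 in 80S monosomes (75 and 8 with the replicate block). Scaling by relative log expression size factors left 456 copies. A trend with length stays open. The Spearman rho between a family's log2 fold change and its longest annotated copy was 0.12 (permutation p = 0.164), which neither shows nor excludes it. Whether the RNA of these elements is translated, or sediments with polysomes as part of another large particle, was not tested, and no verdict between a technical and a biological source is given.

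The 13 mitochondrially encoded mRNAs stood out because all of them were lower in polysomes than in 80S monosomes, with a median log2 fold change of -1.65, and the paper's text does not discuss them, although its supplementary table lists them. At an adjusted p under 0.01 (edgeR), 11 were past the threshold, and 12 with the replicate block, which added mt:ND6 (adjusted p = 0.0112 without and 0.000659 with the block, edgeR). A trend with CDS length and expression across the matching bins is argued against, as the median lay 1.54 below that of matched nuclear genes (difference -1.54). Only 4 bins of expression were used. A trend within the highest bin is thus not excluded for the mitochondrially encoded mRNAs with the most counts. No gain over total RNA was seen in the 80S fraction, as the median of 80S monosomes over total RNA was -0.46, while that of polysomes over total RNA was -2.01. The lysate also holds RNA outside both fractions. These values thus cannot exclude that mitochondrial material sediments with 80S monosomes. The median was -1.60 with relative log expression size factors. Overlaps between neighbouring mitochondrial genes, such as mt:ATPase8 and mt:ATPase6, can split reads within the group. These mRNAs are made inside mitochondria, and a hypothesis is that mitochondrial ribosomes or mitochondrial fragments in the 80S fractions may carry them. This source was not tested beyond the value of -0.46, which shows no enrichment over total RNA and does not exclude it.

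Small non-coding RNAs stood out because 20 of 238 tested snoRNA, snRNA and tRNA genes were higher in polysomes than in 80S monosomes and 1 was higher in 80S monosomes (adjusted p under 0.01, edgeR). The paper's text does not discuss them. The counts were 45 and 3 with the replicate block, 8 and 0 with only the 6 libraries compared, 3 and 3 without 80S replicate 2 and 2 and 0 without polysome replicate 3, so that single libraries decide much of this result. The 172 snoRNA genes had a median log2 fold change over total RNA of -1.92 in 80S monosomes and -1.42 in polysomes, and the 29 snRNA genes -2.33 and -1.32. The 37 tRNA genes had -0.87 and -0.11, and 1 of them was past the threshold between the fractions. Reads of genes that overlap them were not separated. No biological explanation was tested.

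Isoforms stood out because 16 of 6108 genes differed in the use of their transcripts between 80S monosomes and polysomes (adjusted p under 0.01, edgeR's diffSpliceDGE), a comparison that the paper's text does not report. At an unadjusted p under 0.05 there were 62 genes. The smallest p-values were those of hts, mei-P26, Cdep and Vmat, which were named after their values were seen. The count was 52 with the replicate block and 6 with only the 6 libraries compared, and without polysome replicate 3 it was 4. Reads shared by several transcripts of a gene were split evenly in the deposited table, which pulls isoforms of a gene towards each other, and this limits what the counts show. No biological explanation was tested.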

How the results depend on the processing

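The number of protein-coding genes past the threshold depended strongly on the fit. Against 442 genes enriched in 80S monosomes and 495 in polysomes, there were 1640 and 949 with the replicate block, 780 and 782 with DESeq2 and a local fit, and 1285 and 777 at an adjusted p under 0.05. In the 80S direction there were 274 with relative log expression size factors, 211 when only nuclear protein-coding genes were kept, 112 with only the 6 libraries compared and 227 with a further requirement of a 1.5-fold difference. Between 128 and 483 genes were enriched in 80S monosomes and between 305 and 578 in polysomes across the fits that each left out 1 library, with the lowest counts without polysome replicate 3. In 2 settings chosen after seeing the data, DESeq2 with the replicate block gave 1429 and 1156 genes, and the 6 libraries with the replicate block gave 1138 and 1146. The cause was not tested, apart from the fewer libraries in some fits and the pairing. Deviations of libraries with the same number were correlated by at least 0.18, which is consistent with a shared difference between replicates that the block removes. All 442 and 493 of the 495 genes were called again with the block, and 0 changed direction in any setting. The 80S-enriched share of the calls was 47.2%, and it was 33.5% with relative log expression size factors, 28.5% with nuclear protein-coding genes and 63.3% with the block.

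The number of features differing between total RNA and 80S monosomes was 2043. It was 3385 with DESeq2 and 4506 with the replicate block, and between 884 and 2291 with 1 library left out, lowest without total RNA replicate 2. For total RNA and polysomes it was 2959, and 5405 with the replicate block, and between 1471 and 3610 with 1 library left out, lowest without total RNA replicate 2. Isoform differences were found in 16 genes, in 52 with the replicate block, in 6 with the 6 libraries compared, and in 4 to 16 with 1 library left out. The causes were not tested.

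The ribosomal protein, translation factor, synaptic and mitochondrially encoded lists kept their direction and their side of the threshold under every alternative run for them except camera with an estimated correlation, chosen after seeing the data. Scaling on nuclear protein-coding genes could not be run for the mitochondrially encoded list, as it leaves these genes out. There the medians of -0.66, -0.44, 0.43 and -1.65 were not past the threshold (adjusted p = 0.217 for the first and 0.134 for the other 3, where the other alternatives gave values between 1.23e-43 and 0.00127). The fat body and photoreceptor lists were past the threshold under no setting and had medians near 0 of either sign. For the fat body list, the median of -0.03 became 0.0063 with DESeq2, 0.019 with relative log expression size factors, 0.031 with nuclear protein-coding genes, 0.0013 with at least 10 counts in every library, 0.032 with only the 6 libraries compared, 0.024 with the same libraries and a replicate block, and 0.043 relative to matched random lists. It lay between -0.19 and 0.12 with 1 library left out. For photoreceptor genes, the median of -0.07 was 0.0024 relative to matched lists and between -0.25 and 0.15 with 1 library left out.

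The differences in CDS, 5′-UTR and 3′-UTR length kept their direction and their side of the threshold under all 16 alternatives, of which DESeq2 calls with every annotated transcript were chosen after seeing the data. The ratio of the medians stayed between 1.43 and 2.94 for the CDS, 1.82 and 3.22 for the 5′-UTR and 2.16 and 3.94 for the 3′-UTR. The separation of the fractions had an exact p of 0.00357 in all 4 settings. As this is the smallest p possible, it cannot show how far the separation changed. The pseudo-F lay between 4.15, with nuclear protein-coding genes only, and 12.7, with the 500 most variable genes. The relative influence of CDS length, 53.7%, was 69.8% with trees of depth 1 and 39.2% with only the genes past the threshold.

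Among single genes and the counts of ribosomal protein, eIF, eEF, transposable element, small non-coding RNA and mitochondrially encoded features, 314 values kept their call or count, 33 lost the threshold and 44 moved by more than 1.5 times. Most of the lost calls were those of wisp and CG42390. With the replicate block, 23 eIF genes were enriched in 80S monosomes against 13 without it, 29 translation factor genes against 19, 81 ribosomal protein genes against 62, and 12 mitochondrially encoded mRNAs against 11. In polysomes it gave 58 synaptic genes against 44 and 544 copies of transposable elements against 444. The small non-coding RNAs rose from 20 to 45 in polysomes and from 1 to 3 in 80S monosomes, and the copies of transposable elements from 50 to 92 in 80S monosomes. The counts of the cell type lists with the block are given under the other observations. Between 80S monosomes and polysomes, the block changed no call of the 14 named nuclear genes and none of the 8 lists in camera. Polysome replicate 1, with 13555484 counts, was the least deep library and limits the genes with few counts.

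Alternatives for the TOP motif and for base content were not run, as the genome sequence was not used here, nor were those for uORFs.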

Differences from the paper's values

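With edgeR, 442 protein-coding genes were enriched in 80S monosomes against the paper's 784, and 495 in polysomes against the paper's 788. With DESeq2 and a local fit, set before the data were examined and named in the paper's methods, the counts were 780 and 782. For the 80S-enriched genes none of the other alternatives set before the data were examined came within 1.5 times of the paper's value. The 6 libraries with a replicate block did, at 1138, a setting chosen after seeing the values. For the polysome-enriched genes, 777 at an adjusted p under 0.05, 544 with relative log expression size factors, 529 with nuclear protein-coding genes, 949 with the replicate block and 578 without 80S replicate 1 also came within 1.5 times, as did 1156 with DESeq2 and the block and 1146 with the 6 libraries and the block, both chosen after seeing the values. The other alternatives did not.

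The median CDS length of the polysome-enriched genes was 808 codons with 1 value per gene, against about 1300 codons in Fig. 5F of the paper, read by eye. It was 1083 with every annotated transcript as a value, 938 with the transcript of the longest CDS, 1032 without 80S replicate 1, 938 without 80S replicate 2, 951 without 80S replicate 3 and 977 without polysome replicate 3, all within 1.5 times of the paper's. It was also within 1.5 times, at 1006, with the genes called by DESeq2 and every annotated transcript as a value, a setting chosen after seeing the values. The other alternatives did not reach this. The median 5′-UTR length of the polysome-enriched genes was 400.5 nt against about 250 nt in Fig. 5G, read by eye. It was within 1.5 times with the genes called by DESeq2 (354 nt), with the replicate block (325 nt) and at an adjusted p under 0.05 (341 nt), and with no other alternative.

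The mean count per library was 29.34 M, against the paper's average of 45 M reads sequenced per sample. These are different measures, as the first holds only reads assigned to features, and no alternative bears on it.

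The paper ranks CDS length first among the attributes that go with enrichment in monosomes. In the regression on lengths it was also first, while the rank correlation with the log2 fold change over all protein-coding genes was 0.06 for CDS length and 0.15 for 3′-UTR length.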

Other observations

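The test on the numbers of genes in each direction was chosen after its result had been seen, and the others were written down first.

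The log2 fold change of polysomes over 80S monosomes rose only weakly with CDS length over all protein-coding genes. Given 3′-UTR length, the partial Spearman rho with CDS length was 0.027, and that of 3′-UTR length given CDS length was 0.13. The weak rank trend with CDS length may thus be carried along with 3′-UTR length. The boosting regression on the 3 lengths goes the other way, with 53.7% of the influence for CDS length and 25.4% for 3′-UTR length. Its R2 on held-out genes was only 0.11, so that the question stays open. In the enriched lists both the CDS and the 3′-UTR medians differed. CDS length was not compared at matched 3′-UTR length, so that the lists do not separate the 2 lengths. The 2 lengths were also not varied apart from each other in any experiment. Length of the RNA irrespective of coding stays open as a source. The log2 fold change fell with transcript length over 439 long non-coding RNAs (Spearman rho -0.16, permutation p = 0.000460). Whether these RNAs were bound by ribosomes was not tested, so that they may not stand for mRNAs. Over protein-coding genes it rose with transcript length (0.11), and by more than with CDS length (0.06).

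Against total RNA, both ribosomal fractions held more of the mRNAs with a long CDS. The Spearman rho between CDS length and the log2 fold change over total RNA was 0.52 for 80S monosomes and 0.51 for polysomes, over 10287 protein-coding genes. Both values use the same 3 total RNA libraries, so that they are not independent of each other.

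Matched in 20 bins of CDS length and 4 bins of expression, these 2 properties did not account for the shifts of the gene lists. The median log2 fold change differed from that of matched random lists by -0.55 for ribosomal protein genes, -0.34 for translation factor genes and 0.51 for synaptic genes. This leaves a trend with these 2 properties across the bins unlikely as the whole source. A trend within the highest of only 4 expression bins is not excluded. UTR length and base content were not matched, and translation of these mRNAs by different numbers of ribosomes remains a hypothesis.

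None of the 4 hand-written cell type lists was past the threshold as a whole. The median log2 fold change was -0.18 for 17 glia genes, -0.03 for 14 fat body genes, -0.13 for 22 muscle genes and -0.07 for 20 photoreceptor genes (adjusted p = 0.396, 0.708, 0.951 and 0.928 in camera). All but 2 of the listed muscle genes, and all genes of the other 3 lists, had enough counts in these heads to be tested. Single members went both ways. At an adjusted p under 0.01 (edgeR), 2 muscle genes were enriched in 80S monosomes and 4 in polysomes, and 7 and 5 with the replicate block. For photoreceptor genes these counts were 1 and 0, and 4 and 4 with the block, for fat body genes 0 and 0, and 4 and 3 with the block, and for glia genes 0 and 0, and 2 and 1 with the block. At an unadjusted p under 0.05 without the block, 1 and 3 fat body genes, 2 and 0 glia genes, 8 and 5 muscle genes and 4 and 4 photoreceptor genes differed. Medians near 0 over members that differ in direction do not show that a list is unchanged.

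Whether 80S-enriched genes outnumber polysome-enriched genes depended on the fit, with 442 against 495 without and 1640 against 949 with the replicate block. A difference between replicates that the 3 fractions of a number share stays open as an explanation. Libraries of the same number deviated together in each of the 9 pairs, with correlations of at least 0.18, and DESeq2 with the block gave 1429 against 1156, where DESeq2 without it gave 780 against 782. However, 80S-enriched genes also outnumbered the others without a block at an adjusted p under 0.05 (1285 against 777, a share of 62.3%), and did not with the 6 libraries and the block (1138 against 1146).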
